# Mechanism of Exosomes Involved in Osteoimmunity Promoting Osseointegration Around Titanium Implants With Small-Scale Topography

**DOI:** 10.3389/fbioe.2021.682384

**Published:** 2021-07-15

**Authors:** Ting Zhang, Mengyang Jiang, Xiaojie Yin, Peng Yao, Huiqiang Sun

**Keywords:** exosomes, microRNA, osteoimmunity, titanium, osseointegration

## Abstract

Exosomes are nanoscale extracellular vesicles. Several studies have shown that exosomes participate in intercellular communication and play a key role in osseointegration. However, it is unclear whether exosomes and their contents participate in the communication between the immune and skeletal systems in the process of osseointegration. In this study, we obtained smooth titanium disks by polishing and small-scale topography titanium disks by sandblasted large-grit acid-etched (SLA) technology combined with alkali thermal reaction. After stimulating mouse RAW264.7 cells with these two kinds of titanium disks, we co-cultured the MC3T3-E1 cells and the RAW264.7 cells, obtained and identified the exosomes derived from RAW264.7 cells, and studied the effect of the osteoimmune microenvironment and the exosomes on the osseointegration of mouse MC3T3-E1 cells. Cell counting kit-8 (CCK-8), real time quantitative PCR, western blotting, alizarin red staining, and quantitative and confocal fluorescence microscopy were used to study the effects of exosomes on MC3T3-E1 cells; RNA sequencing and correlation analysis were performed. We found that the osteoimmune microenvironment could promote the osseointegration of MC3T3-E1 cells. We successfully isolated exosomes and found that RAW264.7 cell-derived exosomes can promote osteogenic differentiation and mineralization of MC3T3-E1 cells. Through RNA sequencing and gene analysis, we found differentially expressed microRNAs that targeted the signal pathways that may be related, such as mTOR, AMPK, Wnt, etc., and thus provide a reference for the mechanism of osteoimmunue regulation of implant osseointegration. The study further elucidated the mechanism of implant osseointegration and provided new insights into the effect of exosomes on implant osseointegration, and provided reference for clinical improvement of implant osseointegration and implant success rate.

## Introduction

In recent years, implant dentures have gradually become an important treatment option for missing teeth. Titanium and titanium alloys have good biocompatibility and mechanical properties and are among the most widely used implant materials in clinics (Xue et al., 2020). However, because titanium is an inert metal with no biological activity, it can easily cause a host inflammatory reaction that can even progress to chronic inflammation, delaying implant osseointegration (Dar et al., 2018). Therefore, many techniques have been applied for titanium surface modification (Dohan Ehrenfest et al., 2010), such as sandblasted large-grit acid etching (SLA) and anodization (Loi et al., 2016; Miron and Bosshardt, 2016). In our previous study, we combined SLA technology with an alkali thermal reaction to construct titanium implants with small-scale topography. It was found that, small-scale topography promoted MC3T3-E1 cell proliferation and osteogenic differentiation better than the polished smooth surface, the micro-surface obtained by SLA technology and the nano-surface obtained by alkali thermal reaction (Yang et al., 2020).

The process of osseointegration of implants involves the coordinated operation of the immune and skeletal systems, namely osteoimmunity (Dar et al., 2018). Macrophages can be differentiated into resident cells or myeloid precursor cells (mainly monocytes) and reside in the bone. The interaction between macrophages and osteocytes is crucial for bone formation and repair (Pieters et al., 2019). Some studies have found that different implant surface morphologies can induce macrophages to polarize to the pro-inflammatory M1 phenotype or anti-inflammatory M2 phenotype (Luu et al., 2015; Quan et al., 2020). In our previous study, we found that the small-scale topography can stimulate RAW264.7 cells to polarize to anti-inflammatory M2 phenotype and regulate the osteoimmune microenvironment to an anti-inflammatory environment, which is more conducive to implant osseointegration (Yang et al., 2020).

Exosomes are nano-sized vesicles that are secreted by most cells. They were first found in reticulocytes in 1983 and named exosome in 1987 (Pan and Johnstone, 1983). The diameter of exosomes is in the range of 30–150 nm, with a lipid bilayer structure (Mathieu et al., 2019); exosomes can be directly absorbed by target cells and affect the phenotype of receptor cells (Rani et al., 2015; Yang et al., 2017). Therefore, they play an important role in cell communication and have attracted increasing attention. Wei et al. (2019) found that the expression of alkaline phosphatase (ALP) and BMP-2 markers of early osteoblast differentiation was significantly increased by using BMP-2/macrophage- derived exosomes to modify titanium nanotube implants, which confirmed that the combination of titanium nanotubes and BMP-2/macrophage-derived exosomes could promote bone formation. Xiong et al. (2020) found that M2 macrophage-derived exosome microRNA-5106 could induce the osteogenic differentiation of bone marrow mesenchymal stem cells.

Exosomes play an important role in target cells, mainly through intercellular communication and the delivery of key bioactive factors. However, it is not clear whether exosomes participate in osteoimmunity and influence osteointegration around titanium implants with small-scale topography. Furthermore, the gene information and function of macrophage-derived exosomes have not been fully clarified. Therefore, we studied the effect of macrophage-derived exosomes stimulated by small-scale topography of titanium implants on MC3T3-E1 cells and screened key microRNAs in exosomes, to further explore the mechanism of macrophages stimulated by exosomal contents in small-scale topography titanium disks on MC3T3-E1 cells, and to provide reference for exploring the effect of osteoimmunity on osseointegration.

## Materials and Methods

### Preparation and Characterization of Titanium Disk

Ti6Al4V disks with a diameter of 19.5 mm and thickness of 1 mm (Taizhou Yutai Metal Materials Co., Ltd., Jiangsu, China) were used and polished to an average roughness of 0.2 mm and a thickness of 0.01 mm. The polishing process of the disks was listed in Supplementary File 1. The 60 mesh alumina particles (Gongyi Baolai Water Treatment Material Factory, Henan, China) were sprayed on the polished titanium plate surface at a spray angle of 90° with a spray distance of no more than 5 cm. When the surface of the titanium disk was uniformly gray, it was removed and immersed in 0.5% hydrofluoric acid solution for 15 min at 25°C. For alkali thermal treatment, the titanium disk was immersed in a 10 mol/L sodium hydroxide solution and treated at 80°C for 24 h. All the titanium disks were placed into a 5% concentrated cleaning solution (micro-90, International Products Company, New York, United States), anhydrous ethanol, distilled water, ultrasonic vibration cleaning for 5 min, and air dried at room temperature for standby.

For the surface characterization of the titanium disk, the surface morphology was observed using a cold field emission scanning electron microscope (Carl Zeiss, Germany) and 3D laser scanning microscope (VK-X200 K, Japan). The surface contact angle was measured by the suspension drop method with 2 μL artificial saliva, and the average surface roughness (RA) of the titanium disk was measured using a Wyko nt9300 optical profiler (Veeco, United States). The surface composition of titanium disks was analyzed by X-ray photoelectron spectrometer (Thermo Fisher Scientific, United States).

### Cell Culture

RAW264.7 cells, a widely used mouse derived macrophage cell line, were provided by Shandong Key Laboratory of oral tissue. Mouse embryonic osteoblast precursor cells (MC3T3-E1 cells) were purchased from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). The complete medium was α-minimum essential medium (α-MEM, Hyclone, United States), in which 10% fetal bovine serum (FBS, Hyclone, United States) was added. The culture medium contained double antibodies (100 IU/mL penicillin G and 100 μg/mL streptomycin, Solebo, China). The cells were cultured at 37°C in a 5% CO_2_ incubator, and the medium was changed on alternate days. Osteogenesis induction medium (OM) consisted of complete medium supplemented with 50 mg/L ascorbic acid (Sigma Aldrich), 10 mmol/L β-glycerophosphate (Sigma Aldrich), and 10 nmol/L dexamethasone (Sigma Aldrich). The supernatant of RAW264.7 cell culture medium was centrifuged at 1000 × *g* for 5 min, and then the conditioned medium (CM) was prepared by adding 20% FBS osteogenic induction medium.

### Exosome Isolation

The supernatant of RAW264.7 cell culture medium was centrifuged at 1000 × *g* for 5 min, and then 20 mL of each group was added into a 50 mL centrifuge tube. PBS was added to bring it to a total of 40 mL in each tube, centrifuged at 4°C for 10 min at 300 × *g*, and the supernatant was transferred to a new 50 mL, the supernatant was transferred to a centrifuge tube (40 mL), matched with the ultracentrifuge, and centrifuged at 4°C for 30 min at 10,000 × *g*. The supernatant was transferred to a centrifuge tube (40 mL), matched with the ultracentrifuge, and centrifuged at 4°C for 70 min at 10,0000 × *g*. The exosomes were identified by transmission electron microscopy, nanoparticle tracking analysis, and western blotting.

### Nanoparticle Tracking Analysis (NTA)

The sample pool was cleaned with deionized water, the instrument was calibrated with polystyrene microspheres (110 nm), and the sample pool was cleaned with 1 × PBS buffer; the exosome solution was diluted with 1 × PBS buffer and injected for detection. Each sample was detected three times, and the data were processed and mapped using the Origin software.

### CCK-8 Detection

Cell proliferation was examined using the cell counting kit 8 (CCK-8; Dojindo, Tokyo, Japan). MC3T3-E1 cells were treated with osteogenic induction medium or CM. On days 1, 3, 5, and 7, the original medium was replaced with CCK-8 reagent and complete medium at a ratio of 1:10. MC3T3-E1 cells were incubated at 37°C for 1 h, and the absorbance value was measured at 450 nm.

### Alizarin Red S Staining and Cetylpyridinium Chloride Determination

MC3T3-E1 cells were fixed with 4% paraformaldehyde for 30 min and then incubated with alizarin red S (Sigma Aldrich) for 10 min. After washing with deionized water, the calcium deposition was observed using an optical microscope. Cetylpyridinium chloride (10%; Sigma Aldrich) was used for quantification, and the absorbance value was determined at 562 nm.

### Real Time Fluorescent Quantitative PCR (qRT-PCR)

Total RNA was extracted using TRIzol reagent (Invitrogen, NY, United States). cDNA was synthesized using the PrimeScript RT Master Mix Kit (Takara Biotechnology, China). GAPDH was selected as the internal reference gene, and the relative gene expression was calculated by the “2−△△CT” method. The primer sequences are listed in Table 1.

**TABLE 1:** List of primers used in this study for qRT-PCR.

Genes	Primers	Sequences (5′–3′)
GAPDH	Forward	AGGTCGGTGTGAACGGATTTG
	Reverse	TGTAGACCATGTAGTTGAGGTCA
IL-1β	Forward	GTGTCTTTCCCGTGGACCTT
	Reverse	AATGGGAACGTCACACACCA
IL-10	Forward	GCTCTTGCACTACCAAAGCC
	Reverse	CTGCTGATCCTCATGCCAGT
Runx2	Forward	GGGACTGTGGTTACCGTCAT
	Reverse	ATAACAGCGGAGGCATTTCG
Collagen I	Forward	CCCTGGTCCCTCTGGAAATG
	Reverse	GGACCTTTGCCCCCTTCTTT

### Western Blot

Cells were lysed with Ripa buffer (Wanleibio, China) containing 10 mM protease inhibitor (PMSF; Wanleibio, China). The lysate was centrifuged at 12,000 rpm and 4°C for 10 min. The supernatant was separated, and the protein concentration was determined using a BCA protein concentration assay kit (Wanleibio, China). Equivalent amounts of protein (40 g) were added to the 8%-15% SDS-PAGE gel and then transferred to a PVDF membrane (Millipore, Billerica, United States). The membrane was sealed in 5% skimmed milk powder solution for 1 h, and then incubated with the following primary antibodies: runt-related transcription factor 2 (Runx2, wl03358; Wanleibio, China), Collagen I (wl0088; Wanleibio, China), β-actin (wl01845; Wanleibio, China), CD9 (ab92726, Abcam, United Kingdom), CD63 (ab216130, Abcam, United Kingdom), and TSG101 (ab125011, Abcam, United Kingdom) at 4°C overnight. After washing with TBST four times, the membrane was incubated with sheep anti-rabbit IgG HRP (wla023; Wanleibio, China) at room temperature for 45 min. An ECL detection kit (Wanleibio, China) was used to visualize the protein bands. Proteins on the same membrane were compared quantitatively by determining the optical density of the target strip using a gel image processing system (Gel-Pro-Analyzer software, Media Cybernetics, United States).

### Exosome RNA Sequencing and Gene Analysis

According to the standard procedure provided by Illumina (San Diego, United States), the miRNA sequencing library was prepared using the TruSeq Small RNA Sample Prep Kit (Illumina, San Diego, United States). After library preparation, the constructed library was sequenced using Illumina HiSeq2000/2500, and the reading length was 1 × 50 bp. Clean reads were obtained from original data after quality control. The 3′-linker was removed from the clean reads, and the length of the 3′ linker was screened. Sequences with a base length of 18–25 nt (plant) or 18–26 nt (animal) were retained. The remaining sequences were then aligned to various RNA database sequences (excluding miRNA), such as mRNA database, Rfam database (including rRNA, tRNA, snRNA, snoRNA, etc.) and RepBase database (repetitive sequence database), and filtered. Finally, the data obtained were valid. MicroRNA data analysis software Acgt101 Mir Program (LC Sciences, Houston, Texas, United States) was used to analyze the differentially expressed miRNAs.

### Bioinformatics Analysis

The number of genes annotated for each function or pathway corresponding to the target genes which were corresponded to the differentially expressed miRNAs was counted, and then the hypergeometric test was applied to determine the number of genes in the Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) database corresponding to the target gene mRNAs which were corresponded to all the selected microRNAs. Compared all the gene in the database above (all genes with functional annotation, or all miRNA target genes with functional annotation), the significantly enriched genes or pathways were selected under the standard that *p*-value less than or equal to 0.05. The formula for calculating the *p*-value is as follows. $P=1-\sum_{i=0}^{s-1}\frac{\left(\begin{array}{cc} B & T\,B-B\\ i & T\,S-i \end{array}\right)}{\left(\begin{array}{c} T\,B\\ T\,S \end{array}\right)}$ (S: the number of genes with significant differences matched to a single GO/KEGG; TS: the total number of genes with significant differences; B: number of genes matched to a single GO/KEGG; TB: total number of genes.) We used the tool available on this link to draw: https://www.omicstudio.cn/tool?order=complex.

### Statistical Analysis

Quantitative results are expressed as mean ± standard deviation (SD). The experiment was repeated independently at least three times. Univariate analysis of variance and multiple t-tests were used for statistical evaluation, and *p* < 0.05 was set as a statistically significant threshold.

## Results

### Surface Characterization of Titanium Disks

Figure 1A and Supplementary File 2 exhibits that the surface of smooth titanium disk is flat, without scratches; under the low power microscope, the surface of small-scale topography titanium disk is rough, no residual alumina particles are found, and a large number of pits can be seen. The pits are in the form of a multilevel continuous superposition. The secondary depression with a diameter of 2–8 μm is superimposed on the surface of the first depression with a diameter of 10–50 μm, and nanopores with a diameter of approximately 50–200 nm can be viewed under a high-power microscope.

**FIGURE 1:**
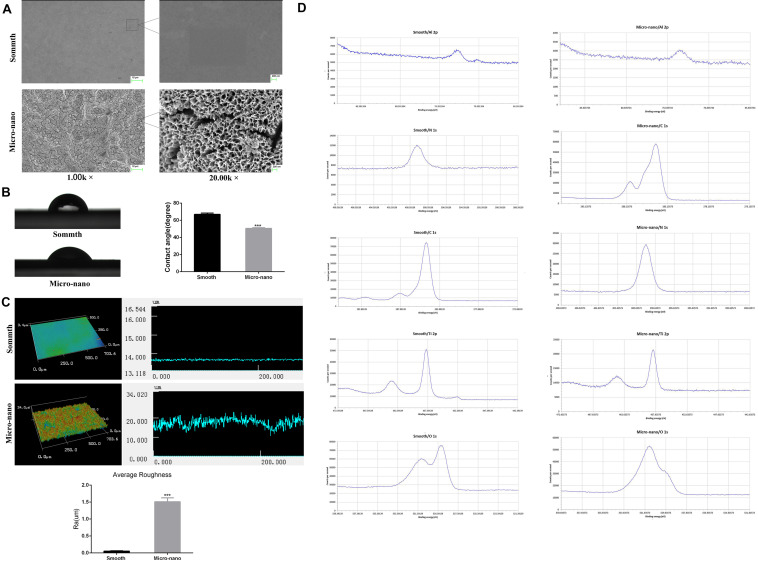
Surface characterization of materials. **(A)** The surface morphology of titanium disk was observed by using a scanning electron microscope. **(B)** Contact angle test. **(C)** Three-dimensional structure diagram observation and roughness test (Yang et al., 2020). **(D)** XPS analysis (smooth: smooth titanium disk; micro-nano: small-scale topography titanium disk. ***p < 0.001).

Figure 1B shows the surface droplet morphology and average surface hydrophilicity of the two types of titanium disks. Using 2 μL artificial saliva as a wetting agent, the contact angle of the small-scale topography titanium disk was significantly lower than that of the smooth titanium disk (*p* < 0.05). The superficial 3D microstructure and roughness are shown in Figure 1C. The average surface roughness, Ra, of the two kinds of titanium disks was further observed and compared using an optical profiler. In comparison with the smooth titanium disk, the average surface roughness of small-scale topography titanium disk increased significantly (*p* < 0.05; Figure 1C, Supplementary File 3), which is consistent with the results of scanning electron microscope (Yang et al., 2020). The analysis results of the surface composition of the titanium disc are shown in the Figure 1D and Supplementary Files 4, 5. All the results above proved that the titanium disk obtained by SLA technology combined with alkali heat treatment was small-scale topography, which increased the surface roughness of the titanium disk and was more conducive to osseointegration.

### Small-Scale Topography Titanium Disk Induces Macrophages to Polarize to Anti-inflammatory M2 Type

After RAW264.7 cells were cultured on the surface of smooth and small-scale topography titanium disks, the expression of inflammation-related genes was detected (Figure 2). Compared to that on the surface of the smooth titanium disks, the expression level of the anti-inflammatory related gene IL-10 on the surface of small-scale topography titanium disk was increased and the expression level of the pro-inflammatory related gene IL-1β was decreased, with statistical significance, which was consistent with our previous research (Yang et al., 2020), and proved that small-scale topography titanium disk could stimulate the differentiation of RAW264.7 cells into M2 type to form an anti-inflammatory immune microenvironment.

**FIGURE 2:**
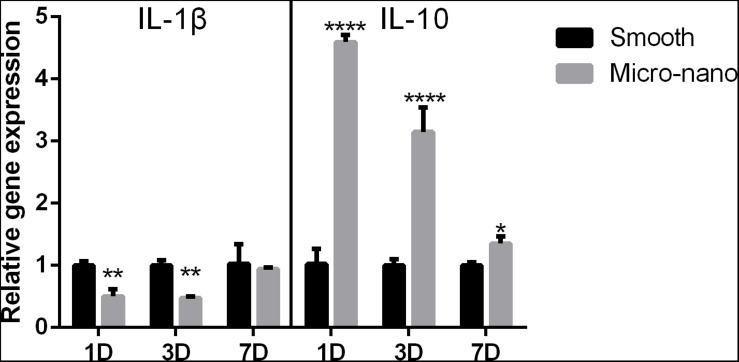
Gene expression of RAW264.7 cells on different titanium disks. (smooth, smooth titanium disk; micro-nano, small-scale topography titanium disk. *p < 0.05, **p < 0.01, ****p < 0.0001).

### M2 Type RAW264.7 Cells Can Induce Osteogenic Differentiation of MC3T3-E1 Cells, and Exosomes May Play a Key Role in It

In order to study the effect of the osteoimmune microenvironment formed by M2 type RAW264.7 cells on MC3T3-E1 cells, we co-cultured the two types of cells. The CCK-8 result showed that compared with OM, CM could promote MC3T3-E1 cells proliferation better (Figure 3D). The qRT-PCR and Western blot results showed that compared with OM, CM enhanced the expression of Collagen I and Runx2 in MC3T3-E1 cells (Figures 3E,F). AND the alizarin red staining and semi-quantitative studies showed that the mineral deposition of cells of CM was increased (Figure 3G). We speculated that the exosomes played an important role in the process that osteoimmunity promoted the osteogenic differentiation of MC3T3-E1 cells. Therefore, the exosomes derived from RAW264.7 cells stimulated by the two kinds of titanium disks were separated and studied.

**FIGURE 3:**
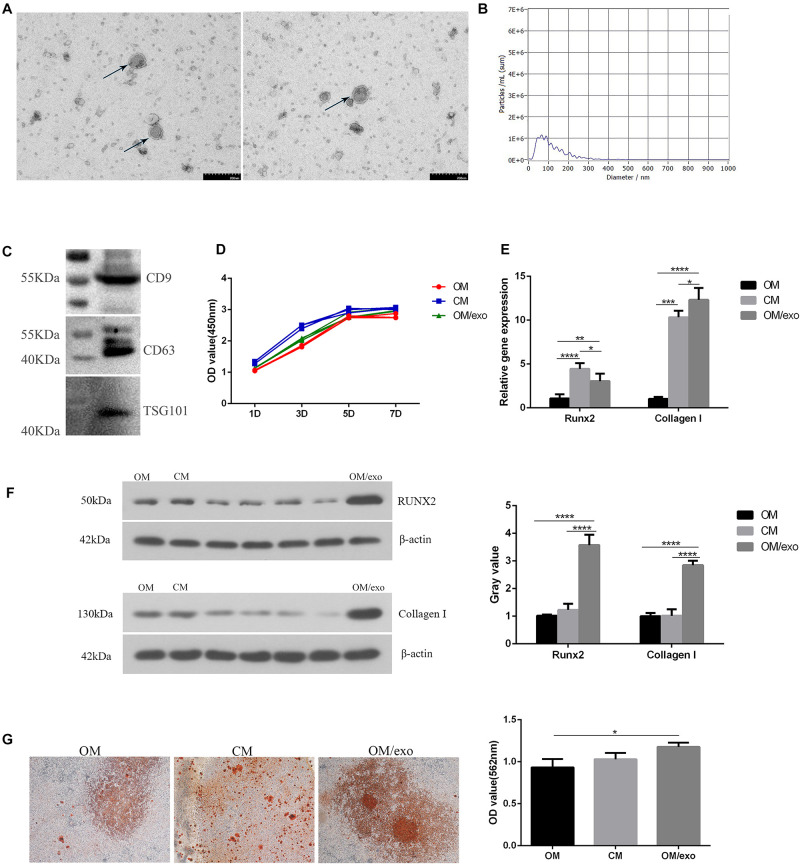
Identification of exosomes and their effects on osteogenic differentiation of MC3T3-E1 cells. **(A)** TEM showed the shape of exosomes; **(B)** NTA showed the diameter of exosomes; **(C)** Western blot showed the expression of exosomes surface marker protein CD9, CD63, and TSG101; **(D)** CCK-8 showed cell proliferation; **(E)** qRT-PCR showed the expression of osteogenic related genes Runx2, Collagen I in MC3T3-E1 cells; **(F)** Western blot showed the expression of osteogenic related genes Runx2 and Collagen I in MC3T3-E1; **(G)** The mineralization of MC3T3-E1 cells was detected by alizarin red. [OM, osteogenic induction medium; CM (osteogenic induction medium + RAW264.7 cell culture medium), OM/exo: CM with RAW264.7 cell-derived exosomes (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001)].

First, we characterized the exosomes derived from RAW264.7 cell. Transmission electron microscopy (TEM) results showed that the separated vesicles had a round bilayered membrane structure (Figure 3A). NTA results showed that the peak diameter of vesicles was 63.3 nm, accounting for 64.9% of the total area. The average diameter of vesicles was 117.1 nm, the distribution of vesicles was in the range of 30–200 nm (Figure 3B); the expression of exosome surface proteins CD9, CD63 and TSG101 was detected by western blot (Figure 3C); the above results demonstrated that the vesicles isolated from RAW264.7 cells were exosomes.

Next, we studied the effect of the exosomes on osteogenic differentiation of MC3T3-E1 cells. The CCK-8 assay was used to study the effect of cell proliferation (Figure 3D). In comparison with the control group, exosomes promoted the proliferation of MC3T3-E1 cells, but the effect was not as pronounced as that of the CM. qRT-PCR and western blotting were used to detect the expression of osteogenesis-related marker genes and proteins (Figures 3E,F). The results showed that compared to OM and CM, the expression of Collagen I and Runx2 in exosome-stimulated MC3T3-E1cells had significantly increased. Alizarin red staining and semi-quantitative studies showed that the effect of exosomes on promoting extracellular mineralization was similar to that of the MC3T3-E1 cells in CM (Figure 3G). The above studies had proved that exosomes played a key role in the process of oateoimmunity to promote osseointegration.

### Differentially Expressed MicroRNA Detected in RAW264.7 Cell-Derived Exosomes Stimulated by Smooth Titanium Disk and Small-Scale Topography Titanium Disk

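RAW264.7 cells, a mouse macrophage line, were kept on smooth titanium disks or on disks with small-scale topography, and the small RNA of their exosomes was sequenced in 3 libraries per disk. The table that the authors deposited lists 2731 rows, each a sequence of 18 to 26 nt with its normalized value in the 6 libraries. The authors made these values with the ACGT101-miR program after removing the 3′ adapter, reads outside the length range and reads matching mRNA, other RNA families and repeats. The program's version, the miRBase release and the genome build are not given in the sources used here. Of the rows, 554 carry a microRNA name and 2177 are candidate sequences whose names begin with PC. The names were taken from several species: 246 rows have a rat name, 169 a mouse name, 48 a bovine name and 39 a human name. Of the 246 rat-named sequences, 224 matched a microRNA hairpin of the mouse annotation (GENCODE M21, GRCm38) exactly over their whole length. Among the 2177 candidates, 2154 matched no annotated mouse transcript exactly. In 27 cases, 1 sequence stands under 2 names with identical values, and it was then tested once.

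The values of each library are mostly multiples of 1 smallest step, which was taken as the value of 1 read. Within a tolerance of 0.02 reads, 87.9% to 92.7% of the listed values in a library were whole reads. On this scale the libraries hold 163845, 180372 and 264828 reads for small-scale topography replicates 1 to 3, and 329805, 604081 and 194511 reads for smooth replicates 1 to 3. The depth did not separate the groups at the smallest p that 3 libraries against 3 allow (exact permutation test, two-sided, p = 0.2, smallest possible 0.1). Values of fewer than about 5 reads are mostly not listed. That limit corresponds to a normalized value of 7.77 in small-scale topography replicate 2 and of 2.33 in smooth replicate 2, so a sequence listed at 0 may be present below the limit of its library. Sequences that match a mouse hairpin made up 89.4% ± 2.53 (SD, n = 3) of the normalized total on small-scale topography and 91.5% ± 3.28 (SD, n = 3) on smooth disks. The values were analysed as log2(value + 1) with limma, for the 536 distinct sequences whose values sum to at least 20, and fold changes are given as small-scale topography over smooth on that scale, where the value of a low sequence depends on the pseudocount. The statistics section of the paper gives, for experiments in general, at least 3 independent repeats, but the sources do not say of these libraries whether the 3 of a disk came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical.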

By RNA sequencing, we analyzed the differentially expressed microRNAs in RAW264.7 cell-derived exosomes stimulated by two kinds of titanium disks. The abscissa of the heat map represents the sample cluster, and the ordinate represents the gene cluster (Figure 4A). 

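In the exosomes of both groups, miR-21-5p was by far the most abundant microRNA. It matched the mouse gene Mir21a on chromosome 11 of GRCm38, from 86584120 to 86584141 on the minus strand, where the annotation also places an exon of Vmp1. It made up 43.1% ± 4.24 (SD, n = 3 libraries) of the normalized total on small-scale topography and 43.3% ± 3.03 (SD, n = 3) on smooth disks. The next were miR-27b-3p, with 7.03% ± 1.16 on small-scale topography and 7.93% ± 0.681 on smooth disks, and miR-25-3p, with 5.16% ± 0.558 and 5.11% ± 0.609. Of the other sequences among the 10 most abundant, let-7b-5p held 2.93% ± 0.299 and 2.70% ± 0.133, let-7i-5p_R-1 2.38% ± 0.490 and 2.40% ± 0.0211, let-7c-5p 1.53% ± 0.435 and 1.53% ± 0.0607, miR-532-5p_1ss20TC 2.08% ± 0.499 and 2.12% ± 0.223, miR-378a-3p 1.91% ± 0.172 and 1.74% ± 0.238, and miR-27a-3p_R-1 1.58% ± 0.467 and 1.90% ± 0.239. The let-7 family together made up 8.19% ± 1.59 and 7.93% ± 0.228. A candidate sequence without a microRNA name, PC-5p-146_13157, held 2.55% ± 0.0364 and 2.00% ± 0.676. miR-122-5p, a microRNA known from liver, held 1.32% ± 0.246 and 1.08% ± 0.444. For each of these, the group means differed by less than the larger of the SDs.

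**Figure D1:**
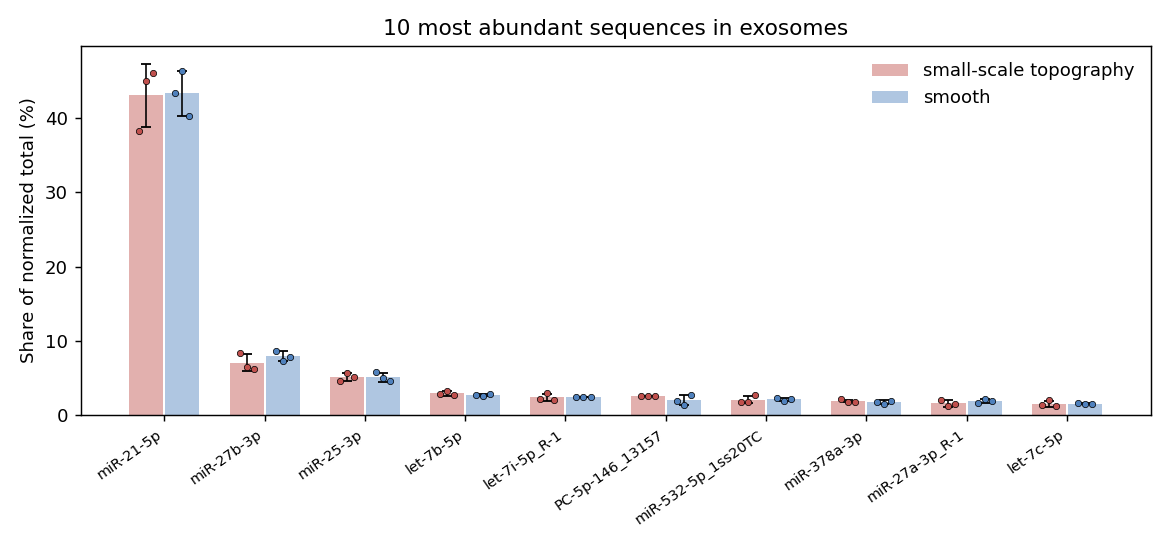
Share of the normalized total, in percent, of the 10 most abundant sequences. Bars are means of 3 libraries, error bars are SDs and points are single libraries; miR-21-5p lies between 38.2% and 46.4% in the 6 libraries, and every other sequence lies below 9%.

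A sequence was counted as detected in a group if at least 1 of the 3 libraries listed it. By this rule, 543 rows were detected in both groups, 1084 only on smooth disks and 1104 only on small-scale topography. Most of these were candidates seen once, as 2114 rows were listed in 1 library only, 1943 of them candidates. When a row had to be listed in all 3 libraries of a group, 260 rows were detected in both groups, 74 only on smooth disks and 20 only on small-scale topography. Of those 20, 15 have a microRNA name and 5 are candidates, and the median of their mean normalized values was 9.19, against 76.3 for the 260 rows detected in both groups. All 20 were also listed in at least 1 smooth library, 19 of them in 2. Of the 74 rows, 70 were also listed in at least 1 small-scale topography library. With every library thinned to the depth of the smallest one, the rule of all 3 libraries gave 32.5 ± 2.84 rows only on smooth disks and 31.1 ± 3.05 only on small-scale topography (SD of 100 draws). The rule of at least 1 library then gave 481 and 864. With 1 library left out, the rule of at least 1 library gave 700 to 1159 only on smooth disks and 507 to 1174 only on small-scale topography. The rule of all 3 libraries gave 48 to 145 and 8 to 67. Its order turned without small-scale topography replicate 2, at 48 and 67.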

A total of 260 mature miRNAs and 20 specific miRNAs were expressed in RAW264.7 cell-derived exosomes (Figure 4B). Exosome microRNAs can regulate related signaling pathways by targeting downstream target genes, thereby affecting successful differentiation. According to further GO and KEGG pathway analyses, differentially expressed miRNAs are involved in most biological processes, and are mainly regulated in the Hippo signaling pathway, Wnt signaling pathway, and mTOR signaling pathway (Figures 5A,B). Table 2 summarizes and lists the 11 upregulated and downregulated miRNAs and generates the regulatory network of these 11 miRNAs (Figure 6). 

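The 11 names in Table 2 stand for 10 distinct sequences, because miR-99a-5p_R-1 and miR-100-5p_R-1_1ss16AT have the same sequence and the same values. By listed values, with 0 where a library does not list the sequence, 3 of these 10 were higher and 7 were lower in every library of small-scale topography than in every smooth library. In the higher group, the variant miR-5106_R-4_1ss1AG (GGGTCTGTAGCTCAGTTGG) had a normalized value of 146 ± 14.4 on small-scale topography and 96.6 ± 13.6 on smooth disks (SD, n = 3 libraries each). It matched no annotated mouse transcript exactly. The candidate PC-3p-40755_70 (GCGTGAGGAAGGAGGGGA), also without an exact match, had 43.1 ± 8.70 and 16.4 ± 2.88. The sequence named mir-466k-p5 (GTGTGTGTGTGTGTGTGTG) is a dinucleotide repeat that occurs in annotated transcripts of 2143 mouse genes, so its origin cannot be assigned. Its values were 16.7, 10.9 and 13.7 on small-scale topography and 4.13, 6.06 and 0 on smooth disks, and no library held more than 13 reads of it.

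In the lower group, miR-146b-5p (TGAGAACTGAATTCCATAGGCTGT), a microRNA known to be induced by NF-κB signaling, had a normalized value of 59.9 ± 16.5 on small-scale topography and 148 ± 30.9 on smooth disks (SD, n = 3 each). It matched Mir146b on chromosome 19 of GRCm38, from 46342790 to 46342813 on the plus strand, in an intron of Mfsd13a. miR-99a-5p_R-1 (AACCCGTAGATCCGATCTTGT) had 1284 ± 80.96 and 1547 ± 109.8. Its sequence matched exactly only Mir99a, on chromosome 16 from 77598940 to 77598960 on the plus strand, opposite an intron of Gm11146, and not the hairpin of miR-100. The remaining 5 were listed in all 3 smooth libraries and in at most 1 library of small-scale topography. miR-188-5p (CATCCCTTGCATGGTGGAGGG), at Mir188 on chromosome X from 7248031 to 7248051 on the minus strand, in an intron of Clcn5, was listed at 0, 9.32 and 0 on small-scale topography and at 14.0, 29.4 and 18.1 on smooth disks. miR-187-3p_R-1 (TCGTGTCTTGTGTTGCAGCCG), at Mir187 on chromosome 18 from 24429111 to 24429131 on the minus strand and outside protein-coding genes, was listed at 9.001, 0 and 0 and at 11.6, 15.4 and 15.7. miR-493-5p_R-1 (TTGTACATGGTAGGCTTTCAT), at Mir493 on chromosome 12 from 109580243 to 109580263 on the plus strand and outside protein-coding genes, was listed at 0, 0 and 5.25 and at 10.7, 10.7 and 13.3. The candidate PC-5p-79066_32 (GAGGAGTACTAGTCGGCA) was listed at 0, 0 and 5.25 and at 9.91, 6.06 and 10.8. PC-5p-94599_27 (GCATTGCCGGGTAGCTAA) was listed at 0 in the 3 libraries of small-scale topography and at 7.43, 8.39 and 6.03 on smooth disks, which are 9, 18 and 5 reads. For these lower candidates, a listed 0 need not mean a lower level. About 5 reads, under which sequences are mostly not listed, are worth 6.43, 7.77 and 5.25 in small-scale topography replicates 1 to 3. The smooth values 6.06 of PC-5p-79066_32 and 6.03 of PC-5p-94599_27 lie below 6.43 and 7.77. With 0 taken as a value, the exact permutation test gave p = 0.1 (two-sided) for each of the 10 sequences, the smallest p that 3 libraries against 3 allow. Among all 536 tested sequences, the groups did not overlap in 37, or 6.90%. Chance gives 10% for values without ties. A sequence at 0 in more than 3 of the 6 libraries cannot count, so chance may give less here, and 6.90% cannot be called below chance.

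**Figure D2:**
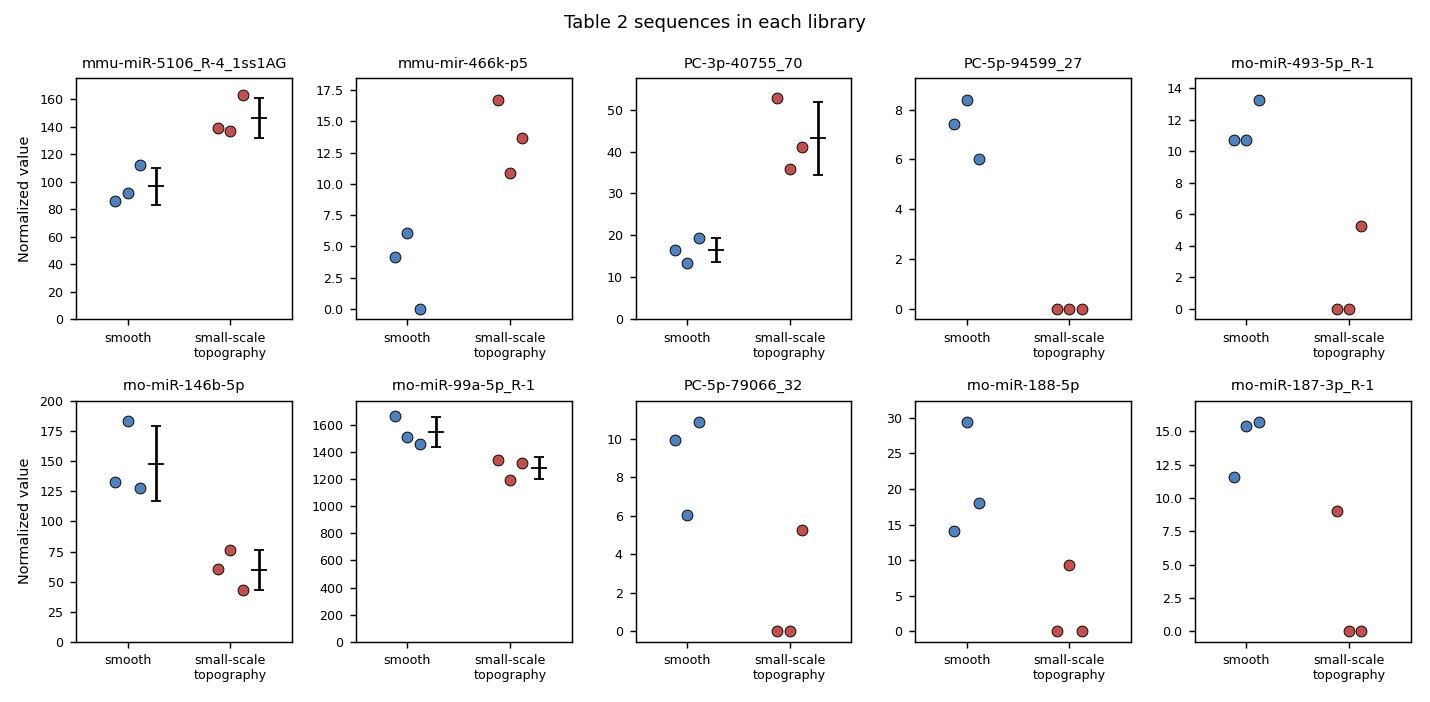
Normalized values of the 10 distinct sequences of Table 2 in each library, 1 panel per sequence with its own linear axis. Points are libraries, with 0 where a library does not list the sequence. Where all 6 libraries list it, the black marks give the mean and SD of each group. These listed values do not overlap between the groups in any panel. miR-99a-5p_R-1 lies near 1284 and 1547, and PC-5p-94599_27 is at 0 on small-scale topography.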

Some genes involved in cell proliferation and differentiation are involved, which helps to further clarify the mechanism of differential expression of microRNAs in regulating osteoimmunity and promoting osseointegration.

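Among the microRNAs known from inflammatory signaling and from bone, 5 sequences had an unadjusted p under 0.05 from limma. Lower on small-scale topography were miR-146a-5p and miR-146b-5p, miR-210-3p of the list of microRNAs that promote osteogenesis and miR-188-5p of the list of those that inhibit it, and miR-34c-5p, also of the inhibiting list, was higher. With each of the 6 libraries left out in turn, the unadjusted p was 0.05 or more in 4 fits for miR-146a-5p and in 5 each for miR-210-3p and miR-188-5p. No member of any list passed the adjusted threshold over all sequences tested. Of 8 tested sequences of microRNAs induced by NF-κB or Toll-like receptors, 7 had a negative and 1 a positive log2 fold change (median -0.54, adjusted p = 0.359 from limma's fry, which tests whether the members move 1 way). Adjusted over the list alone, 2 passed, namely miR-146a-5p and miR-146b-5p, but miR-146b-5p and miR-187-3p_R-1 of this list are in Table 2 and are not independent evidence. miR-21-5p had a log2 fold change of -0.05 (standard error 0.36), and miR-155-5p, which is induced in pro-inflammatory macrophages, had 0.10 (standard error 0.81). The latter is the positive member of this list, but its mean normalized values, 29.4 ± 16.8 on small-scale topography and 36.6 ± 40.6 on smooth disks (SD, n = 3), run the other way. Over all lists, each sequence counted once, 34 of 88 tested sequences had a positive log2 fold change. The means of 10 of the 88 run opposite to its sign. In a fit to named microRNAs only, chosen after seeing the data, 41.0% were higher on small-scale topography, so negative signs prevail beyond single lists. All 8 tested sequences of M2-associated microRNAs had a negative log2 fold change (median -0.89, unadjusted p = 0.0364 and adjusted p = 0.359 from limma's fry), and 1 of them, miR-146a-5p, passed when adjusted over the list alone. miR-187-3p_R-1 is in this list too. So are miR-132-3p and both sequences named miR-146a-5p, which the list of NF-κB or Toll-like receptors also holds, so these lists are not separate results. miR-125a-5p_R-2, dno-miR-146a-5p, miR-223-3p and miR-187-3p_R-1 were each listed at 0 in at least 1 small-scale topography library. Their values and the median therefore depend on the pseudocount. let-7c-5p was at -0.08 (standard error 0.27), miR-132-3p at -0.35 (standard error 0.39) and miR-223-3p, a myeloid microRNA, at -2.85 (standard error 1.39). Of the 5 sequences of M1-associated microRNAs, 3 had a positive and 2 a negative value (median 0.10, which is that of miR-155-5p, adjusted p = 0.852 from fry), and none passed when adjusted over the list alone. Its most abundant members were miR-27a-3p_R-1 at -0.34 (standard error 0.25), miR-125b-5p at -0.19 (standard error 0.25) and miR-101a-3p_L+1R-1 at 0.45 (standard error 0.28).

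In the list of microRNAs that promote osteogenesis, 4 of 10 tested sequences had a positive and 6 a negative log2 fold change (median -0.20, adjusted p = 0.679 from fry), and in that of microRNAs that inhibit it 1 of 10 was positive and 9 were negative (median -0.29, adjusted p = 0.555). No member of these lists passed when adjusted over the list alone. The single positive one among the inhibiting microRNAs was miR-34c-5p, and the most negative was miR-188-5p. The lists hold miR-188-5p and miR-99a-5p_R-1 (inhibiting) and the miR-5106 variant (promoting) of Table 2, which are not independent evidence. The positive promoting sequences include this variant, which has no exact match in the mouse annotation, and another variant of miR-5106. For changes in either direction, the mixed test of limma's fry gave the inhibiting list an unadjusted p = 0.0112 and an adjusted p = 0.134. Also in it, miR-23a-3p was at -0.31 (standard error 0.26). Among the promoting microRNAs, miR-378a-3p had 0.09 (standard error 0.24) and miR-29a-3p_R-3 -0.36 (standard error 0.25). Over the 12 lists that fry could test, no adjusted p was under 0.05, neither for 1 direction (smallest 0.359) nor for either direction (smallest 0.134).

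**Figure D3:**
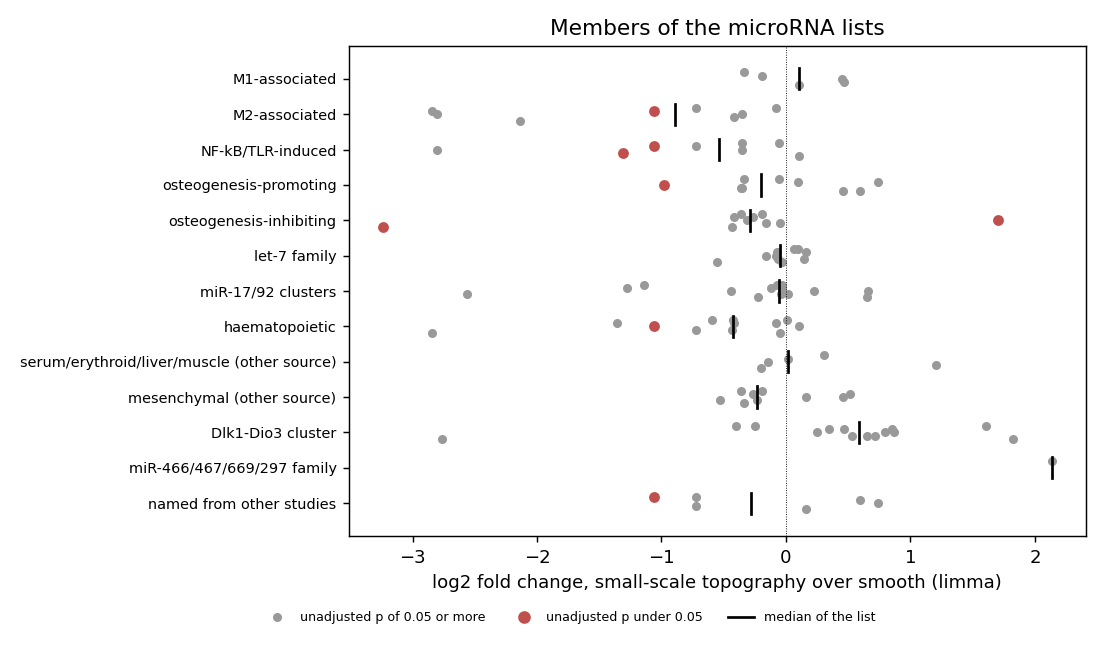
log2 fold change of each tested member of the 13 microRNA lists, small-scale topography over smooth. Each point is a sequence, black bars are the medians of the lists and red points have an unadjusted limma p under 0.05; the 8 sequences of the M2-associated list lie left of 0, with a median of -0.89.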

**FIGURE 4:**
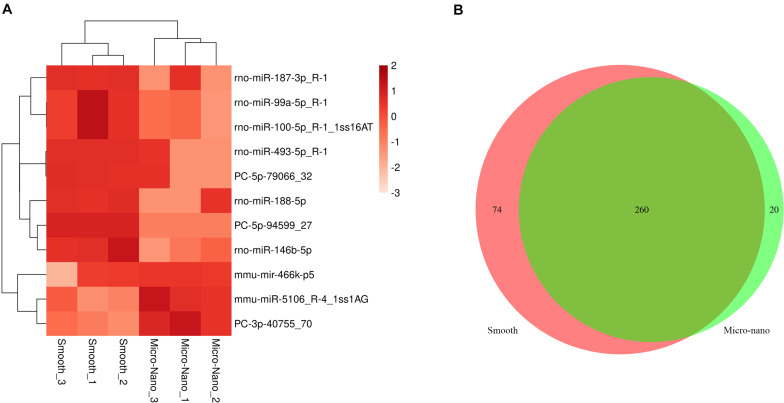
Differentially expressed microRNAs were detected in RAW264.7 cell-derived exosomes stimulated by smooth and small-scale topography titanium disks. **(A)** The heat map of differentially expressed exosome miRNAs; **(B)** Venn map showed that there were 260 common miRNAs and 20 specific miRNAs in the differentially expressed miRNAs.

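Over the 536 sequences tested, the smallest p-values belonged to miR-146b-5p and to its relative miR-146a-5p. miR-146a-5p, which also dampens Toll-like receptor signaling, matched the mouse hairpin on chromosome 11 of GRCm38 from 43374435 to 43374456 and had a normalized value of 190 ± 95.3 (SD, n = 3) on small-scale topography and 369 ± 107 (SD, n = 3) on smooth disks. This was a log2 fold change of -1.06 (standard error 0.36, unadjusted p = 0.00575 from limma), but with each of the 6 libraries left out in turn it ranged from -1.41 to -0.61, and its unadjusted p was 0.05 or more in 4 of the 6 fits. miR-34c-5p, a microRNA known as a target of p53 and located at Mir34c on chromosome 9 from 51103076 to 51103098, had 72.8 ± 39.9 and 20.4 ± 6.97, a log2 fold change of 1.71 (standard error 0.59, unadjusted p = 0.0075 from limma). miR-210-3p, which is induced by hypoxia, had 1019.9 ± 286 on small-scale topography and 2459 ± 1683 on smooth disks, where replicates 1 and 2 stood at 2630.0 and 4049 and replicate 3 at 697 (log2 fold change -0.98, standard error 0.38, but -1.72 without smooth replicate 3 and -0.45 without smooth replicate 2). Of the other sequences with a small p, mir-3470a-p3 was at 1.053 (standard error 0.38), but its sequence occurs in annotated transcripts of 174 genes. miR-30d-5p_R+2 was at -0.95 (standard error 0.38), but at -0.59 without smooth replicate 1. mir-1285-p3_1ss19TA was at -1.60 (standard error 0.65), and from -2.17 without small-scale topography replicate 1 to -0.50 without small-scale topography replicate 3. Lower too were miR-191a-5p_R-3 at -0.62 (standard error 0.28) and miR-24-1-5p_R-1 at -3.39 (standard error 1.59), the last listed at 0 in all 3 small-scale topography libraries, so that its value depends on the pseudocount. With 1 library left out, the unadjusted p was 0.05 or more in 6 of 6 fits for mir-1285-p3_1ss19TA, in 5 for miR-210-3p, in 4 for miR-30d-5p_R+2 and in 1 each for miR-191a-5p_R-3 and miR-24-1-5p_R-1, and in none for miR-34c-5p, mir-3470a-p3 and miR-146b-5p.

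No sequence had an adjusted p under 0.05 from limma, and the smallest adjusted p was 0.823. At an unadjusted p under 0.05 there were 12 sequences, 3 higher and 9 lower on small-scale topography. A share of 0.05 of 536 is 26.8, but chance gives this number only if every sequence can reach that p equally. Sequences listed in few libraries may not. In a fit to named microRNAs only, chosen after seeing the data, 15 of 305 had an unadjusted p under 0.05, and all 12 were among these. A linear model per sequence without moderation, on the deposited values and not on log2 values, gave 16 at an unadjusted p under 0.05 and none at an adjusted p under 0.05. On log2(value + 1), a setting chosen after seeing the data, the model without moderation gave 17 and 1, the latter being PC-5p-94599_27 of Table 2 (adjusted p = 0.00829), which is listed at 0 in all 3 libraries of small-scale topography and so has no spread there. In simulated data with the spread of these 536 sequences, 200 of them were changed. A log2 change of 2 was called at an adjusted p under 0.05 in 30.5% of the changed sequences, and in 59.0% of those above the median expression. The adjusted threshold is harder to pass when fewer sequences change, so a change of that size in few or low sequences could be missed. The number at an unadjusted p under 0.05 was 7 without smooth replicate 2 and 38 without smooth replicate 3. In the 6 libraries, correlations of log2 values lay between 0.74 and 0.76 among small-scale topography libraries, between 0.84 and 0.89 among smooth libraries, and between 0.78 and 0.85 for libraries of different disks; these are across sequences, which are not independent replicates.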

**FIGURE 5:**
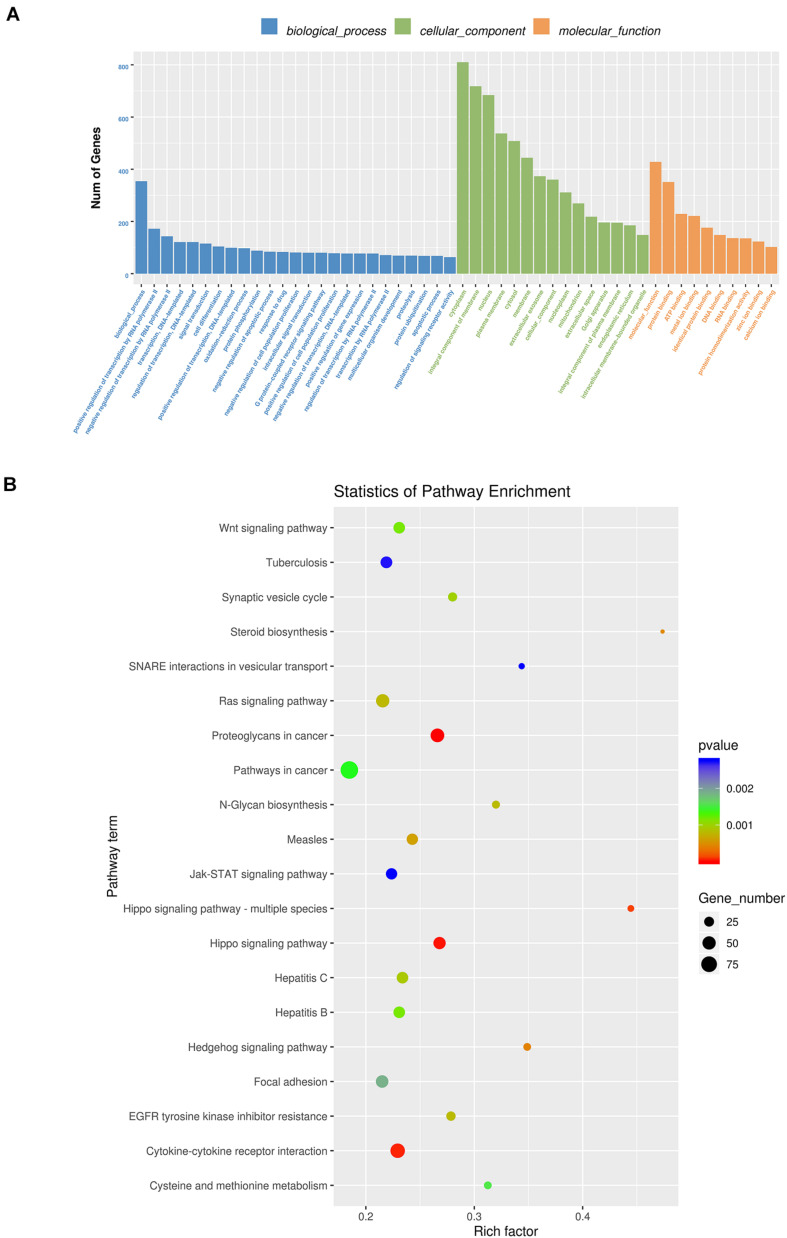
GO analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. **(A)** GO analysis enrichment map of biological process, cell composition and molecular function; **(B)** KEGG pathway analysis enrichment map (Blue means 0.002 < *p* < 0.05; Green means 0.002 < *p* < 0.001; Red means *p* < 0.001).

**TABLE 2:** Differentially expressed microRNAs.

miR name	miR seq	Log2 ratio	Up/down	*P*-value
mmu-miR-5106_R-4_1ss1AG	GGGTCTGTAGCTCAGTTGG	0.60	Up	1.22E-02
mmu-mir-466k-p5	GTGTGTGTGTGTGTGTGTG	2.02	Up	1.36E-02
PC-3p-40755_70	GCGTGAGGAAGGAGGGGA	1.39	Up	2.43E-02
PC-5p-94599_27	GCATTGCCGGGTAGCTAA	-inf	Down	8.77E-03
rno-miR-493-5p_R-1	TTGTACATGGTAGGCTTTCAT	−2.72	Down	1.65E-02
rno-miR-146b-5p	TGAGAACTGAATTCCATAGGCTGT	−1.31	Down	2.14E-02
rno-miR-99a-5p_R-1	AACCCGTAGATCCGATCTTGT	−0.27	Down	3.27E-02
rno-miR-100-5p_R-1_1ss16AT	AACCCGTAGATCCGATCTTGT	−0.27	Down	3.27E-02
PC-5p-79066_32	GAGGAGTACTAGTCGGCA	−2.35	Down	3.61E-02
rno-miR-188-5p	CATCCCTTGCATGGTGGAGGG	−2.72	Down	4.16E-02
rno-miR-187-3p_R-1	TCGTGTCTTGTGTTGCAGCCG	−2.24	Down	4.79E-02

**FIGURE 6:**
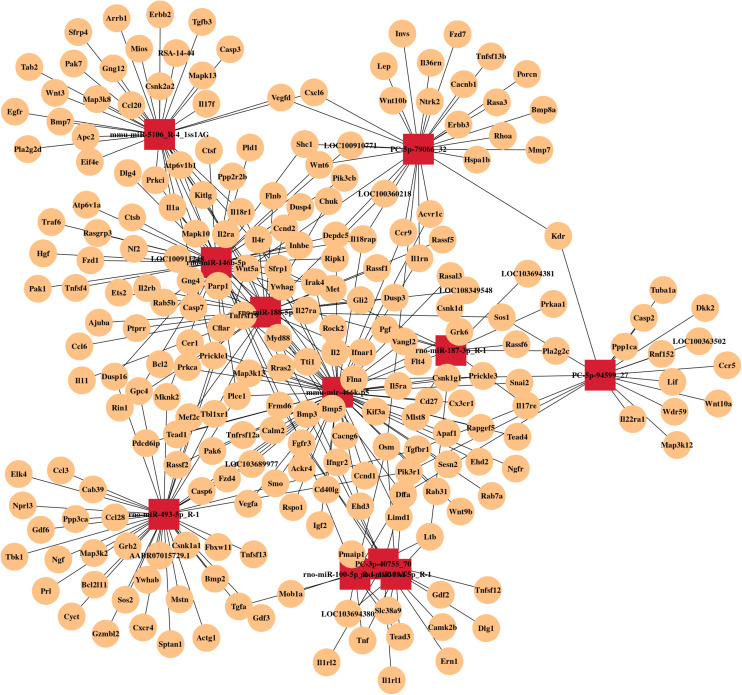
MicroRNA mRNA network. The relationship between differentially expressed miRNAs and their target genes.

## Discussion

In this study, we used titanium disks to stimulate RAW264.7 cells to polarize into anti-inflammatory M2 phenotype, and isolated exosomes from RAW264.7 cells. We found that exosomes induced osteogenic differentiation, and mineralization of MC3T3-E1 cells. Meanwhile, we summarized the expression of microRNA of RAW264.7 cell-derived exosomes, which could provide a basis for exploring the mechanism of RAW264.7 cell-derived exosomes involved in the osteogenic differentiation of MC3T3-E1 cells.

Titanium and titanium alloys are the most widely used dental implant materials in clinics. The surface morphology of the implant has an important influence on osseointegration. A large number of studies have shown that the small-scale topography of the implant surface is more conducive to the biological behavior of osteoblasts than the simple micro-or nano- morphology (Wang et al., 2012, 2016; Ren et al., 2018). Micro-morphology can improve the mechanical properties of the implant by increasing the surface area of the implant and enhancing the mechanical chimerism between the implant and the bone cells (Dohan Ehrenfest et al., 2010). Nano-morphology can regulate the behavior of the implant by regulating the information transmission between cells (Chen et al., 2018). Compared to the traditional SLA technology, small-scale topography has a stronger ability to form hydroxyapatite *in vitro*, which can better promote the adhesion and extension of bone cells and promote osteogenesis cell proliferation and differentiation (Wang et al., 2012, 2016; Ren et al., 2018; Yang et al., 2020).

During osseointegration, there is a close relationship between the immune system and skeletal system. The immune system plays a key role in tissue repair and regeneration (Forbes and Rosenthal, 2014); macrophages and myeloid heterogeneous immune cells play an important role in the process of osseointegration. They can polarize to the pro-inflammatory M1 phenotype or anti-inflammatory M2 phenotype according to different stimuli (Gordon and Taylor, 2005; Gordon and Martinez, 2010; Michalski and McCauley, 2017). Many studies have shown that immune cells can be affected by various factors of the implant, including surface morphology (Fink et al., 2008; Spiller et al., 2009). In our previous study, we found that the small-scale topography titanium disk can stimulate RAW264.7 cells to polarize to the M2 phenotype, secrete IL-10 and VEGF, regulate the immune environment, and promote the osteogenic differentiation of MC3T3-E1 cells (Yang et al., 2020).

Exosome biogenesis is a dynamic but highly ordered process involving two invasions of the plasma membrane and the formation of intraluminal vesicles (ILVs) and intracellular multivesicular bodies (MVBs) (Li et al., 2019; Kalluri and LeBleu, 2020). Then, MVBs fuse with lysosomes to degrade, or with the plasma membrane to release ILV into the extracellular environment and become exosomes (van Niel et al., 2018; Mathieu et al., 2019), which then actively participate in the functional changes of many cells. The nature and content of exosomes are cell type-specific (Kalra et al., 2016), which are usually influenced by the physiological or pathological state of donor cells, the stimulation, and the molecular mechanism of biogenesis (Minciacchi et al., 2015). Studies have shown that many cell types and molecular mechanisms contribute to the coupling between bone resorption and bone formation (Sims and Martin, 2014). Exosomes from mononuclear phagocytes are most likely to play a role in maintaining bone homeostasis (Silva et al., 2017). Belonging to Runx family, expressed in osteoblasts, Runx2 is responsible for activating osteoblast differentiation marker genes, and plays a key role in the process of osteogenic differentiation (Vimalraj et al., 2015). Ekström et al. (2013) showed that LPS-stimulated monocytes can communicate with mesenchymal stem cells through exosomes, which can increase the expression of Runx2 and BMP-2 in mesenchymal stem cells. This is considered to be an intercellular signal transduction mode from the stages of injury and inflammation till bone regeneration. Qin et al. (2016) confirmed that the secretion of human bone marrow mesenchymal stem cells can effectively promote the proliferation and differentiation of rat bone marrow mesenchymal stem cells. Qi et al. (2016) combined human induced pluripotent stem cell-derived exosomes with β-tricalcium phosphate (β-TCP) scaffolds to repair rat skull defects. It was found that the repair effect of the exosome composite scaffolds was significantly better than that of the β-TCP scaffolds alone, and exosomes could promote the osteogenic differentiation of bone marrow mesenchymal stem cells by activating the PI3K/Akt signaling pathway. In this study, exosomes derived from M2 RAW264.7 cells induced upregulation of Runx2 and Collagen I expression in MC3T3-E1 cells, and the effect was significantly better than that in the macrophage co-culture group, indicating that exosomes play an important role in the process of osteoimmunity-promoting osseointegration. At the same time, we found that three miRNAs were upregulated and eight miRNAs were downregulated in M2 RAW264.7 cell-derived exosomes, and the corresponding target genes involved in the regulation of multiple signaling pathways, such as mTOR, AMPK and Wnt signaling pathways, which play an important role in the process of osseointegration. 

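Fitted with limma on log2(value + 1), the 3 higher and 7 lower sequences behind the 11 names of Table 2 kept their directions. This was fixed in advance, because the same values were fitted and they do not overlap between the disks. miR-146b-5p had a log2 fold change of -1.31 (standard error 0.40, unadjusted p = 0.00293 from limma) and miR-188-5p of -3.24 (standard error 1.39, unadjusted p = 0.0271 from limma), and these were the 2 of the 10 with an unadjusted p under 0.05. For miR-188-5p this held in 1 of the 6 fits with 1 library left out, the one without small-scale topography replicate 2, and over the 6 fits its log2 fold change ranged from -4.36 to -2.68. None of the 10 passed the adjusted threshold in limma. Of the higher ones, the miR-5106 variant was at 0.60 (standard error 0.36), PC-3p-40755_70 at 1.34 (standard error 0.66) and mir-466k-p5 at 2.14 (standard error 1.35). miR-99a-5p_R-1 was at -0.27 (standard error 0.24). miR-493-5p_R-1, miR-187-3p_R-1 and both lower candidates were between -3.04 and -2.40. The fitted values of these 4, of miR-188-5p and of mir-466k-p5 depend on the pseudocount, because each was listed at 0 in at least 1 library. With a pseudocount of 0.1 and of 10, miR-188-5p was at -5.43 and -1.26, miR-493-5p_R-1 at -4.95 and -0.90, and mir-466k-p5 at 3.31 and 0.85, the last also at 1.27 without smooth replicate 3. From the 3 upregulated and 8 downregulated microRNAs, the paper goes on to their target genes, and it states that these take part in several signaling pathways, among them mTOR, AMPK and Wnt, that matter in osseointegration. The sources used here do not say how the target genes were obtained, and they were not analysed here.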

After RNA sequencing of exosomes derived from hMSCs induced by osteogenesis, Zhai et al. (2020) found that exosomes induce osteogenic differentiation through microRNA, among which the miRNAs HAS-Mir-146a-5p, HAS-Mir-503-5p, HAS-Mir-483-3P, and HAS-MIR) that contribute to bone formation. The upregulation of HAS-Mir-32-5p, HAS-Mir-133a-3P, and HAS-Mir-204-5p activated the PI3K/Akt and MAPK signaling pathways related to osteogenesis.

## Conclusion

In conclusion, we successfully isolated exosomes from RAW264.7 cells, which were induced to polarize to the M2 phenotype by preparing small-scale topography titanium disks. After co-culture with MC3T3-E1 cells, we found that exosomes significantly promoted the osteogenic differentiation and mineralization of MC3T3-E1 cells. Through RNA sequencing and gene analysis, we found differentially expressed microRNAs that targeted the signal pathways that may be related, such as mTOR, AMPK, Wnt, etc., and thus provide a reference for the mechanism of osteoimmunue regulation of implant osseointegration. The deficiency of this study is that the selection of RAW264.7 cells and MC3T3-E1 cells has certain limitations, and the related research is still insufficient. In the next research, we will focus on the exosome microRNA and its downstream key factors, and further study the molecular mechanism of osteoimmune effect on small-scale topography implant osseointegration through exosomes.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE175428, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE175428.

## Author Contributions

HS, PY, and TZ conceived the project and designed experiments. TZ, MJ, and XY performed the experiments. TZ and MJ analyzed the data. TZ wrote the manuscript. All authors commented on the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

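Small RNA of exosomes from RAW264.7 mouse macrophages on titanium disks with small-scale topography (3 libraries) and on smooth titanium disks (3 libraries) was analysed from the table of normalized values that the authors deposited. The authors sequenced TruSeq small RNA libraries, removed the 3′ adapter, kept lengths of 18 to 26 nt, removed reads matching mRNA, other RNA families and repeats, and named and normalized the remaining sequences with ACGT101-miR. The deposited values are a normalized signal per sequence and library, not counts. The scaling factor, the program's version, the miRBase release and the genome build are not given in the sources used here. The table holds 2731 rows, and 1 further line was empty in the copy used here. The labels state that the medium was free of exosomes.

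The analysis had been laid out for counts, with a test for counts, and for limma if the table held normalized values only. The second case applied. The test was limma with a mean-variance trend (eBayes, trend = TRUE) on log2(value + 1), over sequences whose values sum to at least 20, with Benjamini-Hochberg adjustment at 0.05. Rows with the same sequence and the same values were tested once, which left 536 sequences, and no covariate was used. The value of 1 read in each library was read from the smallest steps of the values: 1.29, 1.55 and 1.05 in small-scale topography replicates 1 to 3, and 0.826, 0.466 and 1.21 in smooth replicates 1 to 3. Within 0.02 reads, 87.9% to 92.7% of the listed values of a library were whole reads, so no test for counts was run on them. Single values were compared with the exact permutation test, two-sided, which cannot give a p under 0.1 with 3 libraries against 3. Lists of microRNAs were tested with limma's fry on the same log2 values, whose p-values were adjusted over 12 lists. A list of 1 tested sequence, the miR-466/467/669/297 family, was not tested. Its member mir-466k-p5 had a log2 fold change of 2.14.

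Names were compared with GENCODE M21 (GRCm38): each sequence was searched, exactly and in the sense direction, in the annotated transcripts, and the coordinates given are those of the match within the annotated hairpin. No genome sequence was searched, so a sequence without a match may lie outside annotated transcripts. Sequences were grouped into 13 lists: M1-associated, M2-associated, induced by NF-κB or Toll-like receptors, promoting osteogenesis, inhibiting osteogenesis, let-7 family, miR-17 and miR-92 clusters, haematopoietic, serum, erythroid, liver and muscle, mesenchymal, Dlk1-Dio3 cluster, miR-466/467/669/297 family, and those that the Introduction and the Discussion name from other studies. The lists, the tests and most alternatives were fixed before the data were examined, but after Table 2 had been read, and the alternatives added later are named as such in the closing section. The sequences named in the text are those of Table 2, the 10 with the highest share, the 10 tested sequences with the smallest unadjusted p (since fewer than 10 passed the adjusted threshold), every microRNA that the article names, and, as examples of the lists, members among the 3 with the highest mean; other sequences named were chosen after their values were seen.

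The fit was tested on simulated data, in which 200 of the 536 sequences were changed and the residuals of the 6 libraries were redrawn 20 times. A log2 change of 1 was called in 11.4% of the changed sequences, of 2 in 30.5%, of 3 in 48.9% and of 4 in 58.9%, with 1.74% false calls among all calls. A value of 0 in the table has no upper limit of its own, since sequences under about 5 reads are mostly left out. Alternatives were another scaling of the libraries, other filters and pseudocounts, each library left out in turn, the replicate number as a block, a model per sequence without moderation on the deposited values, rows as deposited, and isomiRs summed by name. The target genes and the enrichment of pathways were not analysed here. The software was R 4.3.3 with limma 3.58.1 and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.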

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

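The tests of scaling, of shared reads, of the share of microRNA sequences and of depth in other groupings of the libraries were chosen after the results were seen, and so were the counts of other groupings for the unadjusted p-values, for the lists and for the model without moderation; the thinning test and the count of other groupings for the adjusted p-values were set before, but using the rule of all 3 libraries in the thinning test was chosen after.

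Outside the microRNAs that the paper discusses, 3 sequences at an unadjusted limma p under 0.05 lay above every smooth library in every library of small-scale topography. These were miR-34c-5p with a mean normalized value of 72.8, mir-3470a-p3 with 160.4, whose sequence occurs in transcripts of 174 genes, and a sequence with the bovine name miR-507-3p_R-1 and no exact match in the mouse annotation with 36.2. None passed an adjusted p of 0.05 in limma (each 0.823).

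More rows were detected in all 3 libraries of smooth disks only (74) than of small-scale topography only (20), while by the rule of at least 1 library the numbers were 1084 and 1104, and 481 and 864 after thinning. A difference in library depth is a candidate explanation, since after thinning all libraries to the smallest the ratio of the 2 numbers was 1.06 ± 0.145 (SD of 100 draws), where a ratio above 1.5 by more than 2 SDs would have argued against it. With a common lower limit for all libraries, a setting chosen after seeing the data, the numbers were 35 and 35. A difference between the disks in which rows are present stays open, as single rows were not tested for it.

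miR-146a-5p and miR-146b-5p were both lower on small-scale topography (log2 fold change -1.06 and -1.31). With the libraries scaled by medians of ratios and to their totals, miR-146a-5p was at -1.13 (standard error 0.36) and -1.02 (standard error 0.41) and miR-146b-5p at -1.38 (standard error 0.41) and -1.27 (standard error 0.43), each at an unadjusted limma p under 0.05, which argues against the authors' scaling as the whole cause. With the share of microRNA sequences as a covariate, miR-146a-5p was at -1.06 (standard error 0.35, unadjusted p = 0.00525 from limma) and miR-146b-5p at -1.18 (standard error 0.38, unadjusted p = 0.00473), which argues against that share as the whole cause. Reads of 1 of the sequences counted as the other stay open: the ratio of their reads ran from 1.71 to 4.66 over the libraries (chi-square p = 4.7e-14), but this sets the spread between libraries, which is wide within each group too, against counting error only and decides nothing. Chance is also open, as 12 sequences had an unadjusted limma p under 0.05. If every sequence could reach that p equally, chance would give 26.8. As a hypothesis, an effect of the disk on microRNAs induced by NF-κB is open too, for which the list as a whole gave an adjusted p of 0.359 from fry. miR-146a-5p was at -0.61 without small-scale topography replicate 3 (unadjusted p = 0.117 from limma). Its unadjusted limma p was also above 0.05 without small-scale topography replicate 2 (0.0990) and without smooth replicate 1 (0.153) or 3 (0.0892).

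The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. In limma, no split called a sequence at an adjusted p under 0.05 (real value 0, highest other 0, so 10 of 10 were as large). At an unadjusted p under 0.05 the real value was 12 and the highest other 83, and 9 splits were as large. In the per-row test allowing unequal variances the real value was 11 and the highest other 60, with 8 splits as large. For lists at an adjusted p under 0.05 in fry's test for 1 direction it was 0 and 2, with 10 as large. In the model without moderation on log2(value + 1), the number at an adjusted p under 0.05 was 1 and the highest other 3, with 6 splits as large.

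The split with 83 sequences sets small-scale topography replicates 1 and 3 and smooth replicate 3 against the rest, which points to a structure of the libraries other than the disk. Depth is argued against as the whole cause, because the split that sets apart the 3 libraries with the fewest reads gave 29. It also holds small-scale topography replicate 1 and smooth replicate 3, and 29 is the next highest number after 83, so a part of depth stays open. The 3 libraries of the split with 83 are those with the lowest share of microRNA sequences (86.9%, 89.3% and 87.8%, against 91.98%, 92.9% and 93.9% in small-scale topography replicate 2 and smooth replicates 1 and 2). The split set by that share is therefore the 1 with 83. But the share is computed from the same values. Among the 83, 32 of 42 hairpin-matching sequences were lower in these 3 libraries and 34 of 41 others were higher. The match restates this pattern and is no independent test of the share as a cause, which stays open. No biological explanation for this structure was tested.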

How the results depend on the processing

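Settings named here as a common lower limit, a sum of at least 100, named microRNAs only, the share of microRNA sequences, the test per row allowing unequal variances, the model without moderation on log2(value + 1) and all variations of the rule of all 3 libraries were chosen after seeing the data; the others were set before. In 20 of the 21 settings besides the one reported, no sequence had an adjusted p under 0.05 (smallest adjusted p from 0.159 to 0.952); the model without moderation on log2(value + 1) gave 1, PC-5p-94599_27 (0.00829), whose 3 values of 0 leave 1 group without spread. In fry's test for 1 direction, no list passed an adjusted p of 0.05 in the 18 settings fitted with limma besides the one reported (smallest 0.0753). Lists passing the mixed test were not counted in these settings. The number of sequences at an unadjusted p under 0.05, 12 in the reported fit, was 36 without a filter, 7 with a sum of at least 100, 20 with the share of microRNA sequences as a covariate, and from 7 to 38 with 1 library left out (without smooth replicate 2 and without smooth replicate 3; 22, 36 and 20 without small-scale topography replicates 1, 2 and 3). Among the 10 sequences of Table 2 it was 2 in the reported fit, 7 without a filter, 10 in the models per sequence with equal or with unequal variances, which use the deposited values and so change the scale and the moderation at once, 7 without moderation on log2(value + 1), and from 1 to 6 with 1 library left out (1 without smooth replicate 2, 5 without smooth replicate 3, and 5, 5 and 6 without small-scale topography replicates 1, 2 and 3). With the replicate block the number over all sequences was 18 and among those of Table 2 it was 2. The values gave no sign of pairing by replicate number. Deviations from the group means correlated at -0.03, 0.10 and 0.02 for numbers 1, 2 and 3, and small-scale topography replicate 1 correlated best with smooth replicate 3 (0.14). This cannot decide whether libraries were prepared in pairs, because the deviations of 3 libraries from their own mean are tied to each other. The 18 single sequences are those of Table 2 and the 10 with the smallest p. They were chosen from these same values for a difference between the disks, so their directions could hardly turn. Over these 18 sequences and 313 values from other settings, no log2 fold change turned its direction, 40 lost and 29 gained an unadjusted p under 0.05. miR-188-5p, miR-187-3p_R-1, miR-493-5p_R-1 and PC-5p-79066_32 were each listed in 1 small-scale topography library. Without that library, the group is at 0 and has no spread, and their log2 fold changes were farthest from 0 (-4.36, -3.91, -3.65 and -3.28). Their unadjusted limma p was 0.05 or more in 5 of the 6 fits with 1 library left out. For the other shifts the cause was not tested, except that fewer libraries were fitted where 1 was left out.

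Detection depended on the rule. Against 543 rows in both groups, 1084 on smooth disks only and 1104 on small-scale topography only, the rule of all 3 libraries gave 260, 74 and 20, that of at least 2 libraries gave 122 on smooth disks only and 42 on small-scale topography only, and at least 10 reads over the group gave 432 and 321. A common lower limit gave 364 and 718, and thinning gave 481 on smooth disks only. With 1 library left out, the number ranged from 700.0 to 1159 on smooth disks only (700.0 and 719 without smooth replicates 1 and 2) and from 507 to 1174 on small-scale topography only (507 without small-scale topography replicate 3). Under the rule of all 3 libraries these ranges were 48 to 145 (48 without small-scale topography replicate 2, 117 and 145 without smooth replicates 1 and 3) and 8 to 67 (41, 67 and 34 without small-scale topography replicates 1, 2 and 3, and 8 without smooth replicate 3), a common lower limit gave 35 and 35, and thinning gave 32.5 and 31.1. Each of these rules changes by its construction what counts as detected. Depth limits the low sequences, because 5 reads are worth a value from 2.33 to 7.77 in the different libraries. In the alternatives run for them, the share of miR-21-5p and the differences in the shares of candidates and of hairpin matches moved by less than their spread. Not run were the Wald test and the default filter planned for counts, since the table holds no counts.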

Differences from the paper's values

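For microRNAs detected in both groups, the paper's value is 260 and the value found by the rule of at least 1 library per group was 543. The paper states no rule of detection in its text. Of the alternatives set before the data were examined, the rule of all 3 libraries gave 260 and that of at least 2 libraries 370, both within 1.5 times of the paper's value, while at least 10 reads over the group (406), identical sequences counted once (526), thinning (411) and each library left out (468 to 526) did not. For microRNAs specific to 1 group, the paper's value is 20 and the value for small-scale topography was 1104. The rule of all 3 libraries gave 20, and at least 2 libraries (42), at least 10 reads (321), identical sequences counted once (1099), thinning (864) and each library left out (507 to 1174) differed from it. For smooth disks only, the value was 1084, and under the rule of all 3 libraries it was 74, against about 74 in Fig. 4B, read by eye; at least 2 libraries (122), at least 10 reads (432), identical sequences counted once (1079), thinning (481) and each library left out (700.0 to 1159) differed from it.

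The paper lists 11 microRNAs at an unadjusted p under 0.05, and limma called 12 sequences at that threshold, of which 2 are in Table 2. The other sequences of Table 2, among them miR-99a-5p, miR-187-3p, miR-493-5p, mir-466k-p5, the miR-5106 variant and the candidates, had unadjusted limma p-values from 0.0529 to 0.277. A test per row allowing unequal variances, on the deposited values of all 2731 rows and without adjustment, called 11 rows, all of them those of Table 2, with p-values within 0.394% of the paper's; this setting was chosen after seeing the values, drops none of the paper's items, and its smallest adjusted p was 0.489. Of the settings set before the data were examined, the model per sequence without moderation, fitted to the deposited values and not to log2 values, called all 10 distinct sequences of Table 2 among its 16, and limma without a filter called 7 of them, with 1 library left out 1 to 6, and 3 each with a pseudocount of 10 and with rows as deposited. Without moderation on log2(value + 1), chosen after seeing the values, 7 of the 10 were called and 3 were not, namely, with their unadjusted p, mir-466k-p5 (0.0740), PC-5p-79066_32 (0.0583) and miR-187-3p_R-1 (0.0656). With named microRNAs only, a setting chosen after seeing the values, the 3 candidates of Table 2 were not tested, and of the other 7 sequences 3 were called and 4 were not. Table 2 names miR-99a-5p and miR-100-5p as separate items, and both have the same sequence and values. The log2 ratios of Table 2 differ from the log2 ratios of the means computed here by at most 0.0037, for the 10 rows with a finite ratio.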

Other observations

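Several groups of microRNAs that the article does not discuss were measured. The let-7 family had log2 fold changes of both signs (4 of 10 tested sequences positive, median -0.05, adjusted p = 0.899 from limma's fry), and so had the miR-17 and miR-92 clusters (4 of 14 positive, median -0.06, adjusted p = 0.852). Of 12 haematopoietic sequences 10 were negative (median -0.43, adjusted p = 0.555). miR-223-3p had normalized values of 0, 20.2 and 0 on small-scale topography and 28.9, 23.8 and 9.64 on smooth disks, and the most abundant member, miR-221-3p, had 1869 ± 525 and 2487 ± 566 (SD, n = 3), followed by miR-181a-5p_R-2 with 616 ± 25.2 and 653 ± 56.3. Of 14 sequences of the Dlk1-Dio3 cluster, an imprinted region, 11 were positive (median 0.59, adjusted p = 0.359), and the 23 rows of this list, tested or not, together made up 0.347% ± 0.0927 of the normalized total on small-scale topography and 0.3402% ± 0.123 on smooth disks. miR-493-5p_R-1 of this list is in Table 2 and goes the other way, at -2.76. So do miR-493-3p at -0.40 (standard error 1.47) and the most abundant member, the bovine-named miR-380-3p, at -0.25 (standard error 0.28). No member of these lists passed when adjusted over the list alone.

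Sequences known from other sources were present too. Of 5 tested sequences of microRNAs of serum, erythroid cells, liver or muscle 3 were positive (median 0.01, adjusted p = 0.555), and miR-122-5p_R-1 had normalized values of 3315 ± 197 on small-scale topography and 2759 ± 838 on smooth disks (SD, n = 3). Of 9 mesenchymal sequences 3 were positive (median -0.23, adjusted p = 0.633), and the negative ones include miR-99a-5p_R-1 of Table 2. The most abundant member, miR-125b-5p, also negative, had 1351 ± 122 and 1549 ± 204 (SD, n = 3) and is also among those inhibiting osteogenesis and those associated with M1. None passed when adjusted over these lists alone.

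Of the microRNAs that the article names from other studies, the Discussion names miR-146a-5p, miR-503-5p, miR-483-3p, miR-32-5p, miR-133a-3p and miR-204-5p, and the Introduction names miR-5106. miR-32-5p_R-1 had 26.7 ± 2.71 on small-scale topography and 45.7 ± 11.4 on smooth disks, and miR-503-5p_R-3 had 27.7 ± 12.9 and 29.7 ± 20.95 (SD, n = 3). miR-133a-3p was listed in smooth replicate 2 only, at 2.33, and miR-483-3p and miR-204-5p were not listed. Of the 6 tested sequences of this list 3 were positive (median -0.28, adjusted p = 0.852 from limma's fry), and miR-146a-5p alone passed when adjusted over the list alone. Both tested sequences named miR-5106, of which 1 is in Table 2, were positive. Their names mark missing bases and a substitution relative to the named entry, and that of Table 2 has no exact match in the mouse annotation. Of the 4 sequences of microRNAs named in the Discussion 1 was positive, miR-503-5p_R-3 at 0.16 (standard error 0.76), whose means run the other way.

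The rat-named rows include 27 whose names mark a substitution relative to the named entry, and 15 of these match a mouse hairpin exactly.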
